# Novel AF1q/MLLT11 favorably affects imatinib resistance and cell survival in chronic myeloid leukemia

**DOI:** 10.1038/s41419-018-0900-7

**Published:** 2018-08-28

**Authors:** Wei Li, Min Ji, Fei Lu, Yihua Pang, Xin Dong, Jingru Zhang, Peng Li, Jingjing Ye, Shaolei Zang, Daoxin Ma, Chunyan Ji

## Abstract

Tyrosine kinase inhibitor treatment of chronic myeloid leukemia (CML) has demonstrated beneficial effects. However, resistance to tyrosine kinase inhibitors and disease relapse are still a challenge for CML therapy. In this study, we analyzed bone marrow samples from 149 CML patients and 15 control donors, and investigated the affect of AF1q on CML cell survival and engraftment in vitro and in vivo. We found that *AF1q/MLLT11* expression was significantly upregulated in CML patients, especially in CD34^+^ CML cells. Elevated AF1q expression was associated with disease progression. Knockdown of AF1q enhanced imatinib sensitivity, induced apoptosis, and suppressed growth in CML cells. Moreover, AF1q deficiency sensitized CD34^+^ CML cells to imatinib. In contrast, upregulation of AF1q promoted cell survival, protected CML cells from imatinib-induced apoptosis, and increased engraftment of CML cells in vivo. We further identified a positive correlation between *AF1q* and *CD44* expression in chronic phase CML patients and CD34^+^ CML cells. Importantly, AF1q contributes to imatinib-resistance in CML by regulating the expression of CD44. These findings reveal a novel BCR-ABL-independent pathway, AF1q/CD44, involves imatinib resistance in CML, thus representing a potential therapeutic target for imatinib-resistant CML patients.

## Introduction

Chronic myeloid leukemia (CML) is a clonal hematopoietic stem cell (HSC) disorder characterized by the t(9;22)(q34;q11) translocation, which results in formation of the fusion oncogene *BCR-ABL*^1,2^. The BCR-ABL protein has constitutive tyrosine kinase activity that directs HSC differentiation toward myeloid progenitors and differentiated myeloid cells expansion, and is essential for the growth of CML cells^3,4^. The BCR-ABL specific tyrosine kinase inhibitors (TKIs), such as imatinib (IM), are highly effective in the treatment of CML, leading to complete cytogenetic responses (CCyR) in a majority of chronic phase (CP) CML patients^5^. However, these TKI therapies are not curative. A subset of patients show variable degrees of resistance to currently available TKIs^6^, and even in patients with deep molecular responses, relapse occurs quickly in a majority of these patients after cessation of TKI therapy^7–9^. Furthermore, patients with advanced stages of CML are less responsive to TKI therapy and frequently develop TKI resistance^10,11^. The sources of disease persistence and relapse may include individual intolerance to TKIs, BCR-ABL mutation-related drug resistance and blast crisis, and quiescent leukemia stem cells, which are resistant to killing by TKIs^11–13^. Thus, it is necessary to identify additional therapeutic targets to overcome TKI resistance and relapse in CML patients.

The *AF1q/MLLT11* gene was initially identified from acute myeloid leukemia (AML) patients with t(1;11)(q21;q23) chromosomal abnormality^14^. In normal hematopoietic tissues, AF1q expression is largely restricted to T-cell differentiation, but not to mature B and T cells^14^. AF1q is reported to cooperate with the Notch signaling pathway to foster the emergence of bone marrow prothymocytes and to drive subsequent intrathymic maturation toward the T cell lineage^15^. Elevated AF1q expression is found in acute myeloid and lymphoid leukemias and is a poor prognostic biomarker for pediatric AML, adult AML with normal cytogenetics, and adult myelodysplastic syndrome^16–18^. Accumulating evidence shows that AF1q plays a potential proto-oncogenic role in several solid tumors^19–23^. However, the function of AF1q in CML remains unclear.

In the present study, we show that knockdown of AF1q by small interfering RNA (siRNA) suppresses cell survival and sensitizes CML cells or CD34^+^ CML progenitors to IM, whereas elevated AF1q expression contributes to cell growth and protection of CML cells from IM-induced apoptosis. In addition, we confirm that CD44, which is crucial for leukemia stem cell homing, survival, and proliferation^24,25^, is regulated by AF1q. More importantly, inhibition of CD44 activity largely attenuates AF1q-mediated IM resistance in CML.

## Results

### *AF1q* expression is upregulated in CML patients, especially in CD34^+^ CML cells

We analyzed *AF1q* expression in bone marrow samples from 77 CML patients (BP, *n* = 19; AP, *n* = 10; CP, *n* = 26; CCyR, *n* = 22) and 15 controls using qRT-PCR (Fig. 1a). Clinical characteristics are summarized in Table S3. *AF1q* mRNA levels were markedly upregulated at all phases of CML compared to controls (*P* < 0.05, Fig. 1a).

**Fig. 1:**
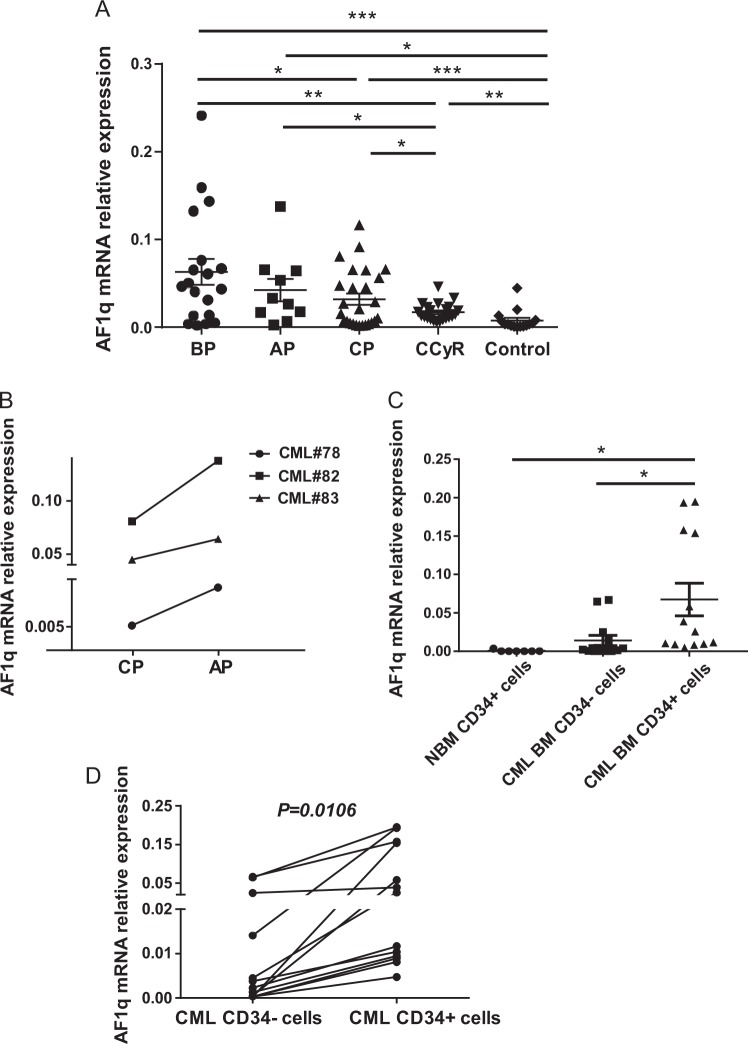
*AF1q* expression was increased in CML patients and CD34^+^ CML cells. **a** *AF1q* expression was measured by qRT-PCR in BMMCs from 77 CML patients (BP, *n* = 19; AP, *n* = 10; CP, *n* = 26; CCyR, *n* = 22) and 15 controls. **b** *AF1q* expression was measured in matched-pair samples acquired from three available follow-up CML patients at the time when they were in CP and when they progressed into AP. **c** *AF1q* levels were evaluated in normal bone marrow CD34^+^ cells from controls (*n* = 7), CML bone marrow CD34^−^ and CD34^+^ cells from newly diagnosed CP CML patients (*n* = 13) by qRT-PCR. β-actin was used as an internal control. **d** *AF1q* levels were analyzed by a paired Student *t* test. *P < 0.05, **P < 0.01, ***P < 0.001

Of interest, *AF1q* level seemed to be associated with disease progression. As CML disease progressed into advanced phases, the *AF1q* level increased further. In 5 of 29 (17.24%) samples from BP and AP patients, which were resistant to IM, *AF1q* levels were found to be elevated more than tenfold the average of controls, while only 1 of 26 (3.85%) samples from newly diagnosed CP patients were this elevated (*P* < 0.01, Fig. 1a). *AF1q* expression was higher in patients with AP or BP than in patients with CP, and patients with BP exhibited the highest *AF1q* level (BP and AP vs CP, *P* < 0.05; Fig. 1a). In matched-pair bone marrow samples acquired from three available follow-up CML patients, *AF1q* expression was increased when patients progressed into AP compared to when they were in CP (Fig. 1b). Moreover, *AF1q* expression decreased when CML patients achieved CCyR after successful treatment with IM (CP, AP or BP vs CCyR, *P* < 0.05, Fig. 1a).

Since leukemia stem and progenitor cells are resistant to TKI and are a potential source of disease persistence and relapse, we asked whether AF1q was preferentially expressed in CML progenitor cells. We measured *AF1q* expression in normal bone marrow CD34^+^ cells from seven healthy donors, CML bone marrow CD34^−^ and CD34^+^ cells from 13 newly diagnosed CP CML patients. *AF1q* expression was significantly elevated in CML CD34^+^ cells compared to normal CD34^+^ cells and CML CD34^−^ cells (Fig. 1c, d).

### AF1q knockdown enhances IM sensitivity and promotes IM-induced apoptosis in CML primary and CD34^+^ cells

To look for the underlying effects of AF1q in CML, we transduced primary bone marrow cells from four untreated CP CML patients with AF1q specific siRNA and scrambled control. Inhibition was verified by qRT-PCR, which showed that the AF1q expression was significantly suppressed by AF1q siRNA (Fig. 2a). Downregulation of AF1q sensitized primary CML cells to IM. When primary CML cells were treated with IM for 48 h, cell viability decreased at a greater rate in cells transduced with AF1q siRNA (Fig. 2b). Similarly, AF1q suppression enhanced IM-induced cell apoptosis in primary CML cells (Fig. 2c).

**Fig. 2:**
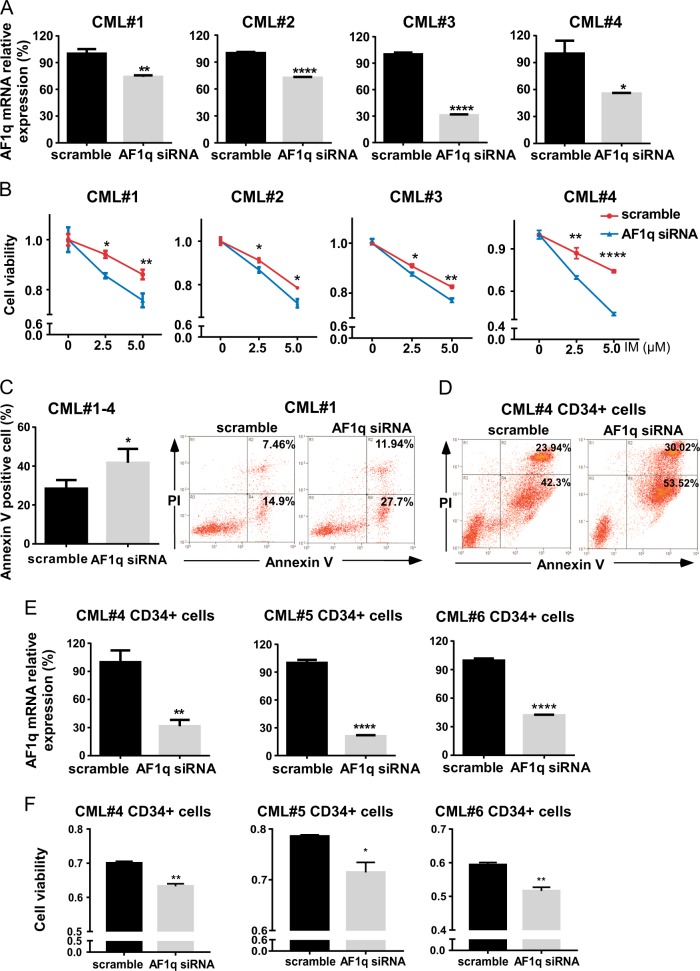
AF1q inhibition enhanced IM sensitivity and promoted IM-induced apoptosis in CML primary and CD34^+^ cells. **a** Primary BMMCs from newly diagnosed CP CML patients (*n* = 4) were transduced with AF1q siRNA or scrambled control sequences. AF1q expression in primary CML cells was estimated by qRT-PCR with β-actin as an internal control. **b** Cell viabilities of primary CML cells transduced with AF1q siRNA or scrambled control were assessed by CCK-8 after IM treatment (48 h, 2.5 or 5 μM). **c** Primary CML cells transduced with AF1q siRNA or scrambled control were cultured with IM (5 μM, 48 h) and apoptosis was measured by flow cytometry with dual staining of Annexin V and PI. Representative dot plots and graphs are shown. **d** CD34^+^ CML cells from CP CML patients transduced with AF1q siRNA or scrambled control were treated with IM (10 μM, 48 h) and apoptosis was measured by flow cytometry with dual staining of Annexin V and PI. Representative dot plots of apoptosis are shown. **e** CD34^+^ cells isolated from newly diagnosed CP CML patients (*n* = 3) were transduced with AF1q siRNA or scrambled control sequences and *AF1q* expression was estimated by qRT-PCR and normalized to β-actin. **f** Cell viabilities of CD34^+^ CML cells transduced with AF1q siRNA or scrambled control were assessed by CCK-8 after IM treatment (48 h, CML#4 5 μM, CML#5 and #6 10 μM). Mean ± SEM. Student *t* test. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001

As stated, *AF1q* was highly expressed in CD34^+^ CML cells. Based on our findings above, we hypothesized that AF1q might also enhance survival of CD34^+^ CML cells. To test this, we first isolated CD34^+^ cells from three newly diagnosed CP CML patients and transduced these cells with AF1q siRNA or scrambled control. *AF1q* expression in CD34^+^ CML cells was significantly reduced by AF1q siRNA (Fig. 2e). Second, we investigated the role of AF1q inhibition in growth and apoptosis of CD34^+^ CML cells. After treatment with IM for 48 h, cell viability dropped faster in CD34^+^ CML cells transduced with AF1q siRNA compared with scrambled control (Fig. 2f). Apoptosis of CD34^+^ CML cells induced by 10 μM of IM was also enhanced by AF1q inhibition (Fig. 2d). These results indicate that downregulation of AF1q can make CD34^+^ CML cells more sensitive to IM treatment.

Taken together, our results suggest that AF1q knockdown suppresses cell survival and enhances IM sensitivity in both CML primary and CD34^+^ cells.

### AF1q overexpression promotes proliferation and protects CML cells from IM-induced apoptosis in vitro

To further study whether altered biological consequences of CML cells were caused by AF1q expression, we used a pLOC-AF1q lentivirus vector to overexpress AF1q in an IM-sensitive CML cell line, K562. Infection with AF1q-expressing lentiviruses increased AF1q expression in K562 cells (Fig. 3a, S5).

**Fig. 3:**
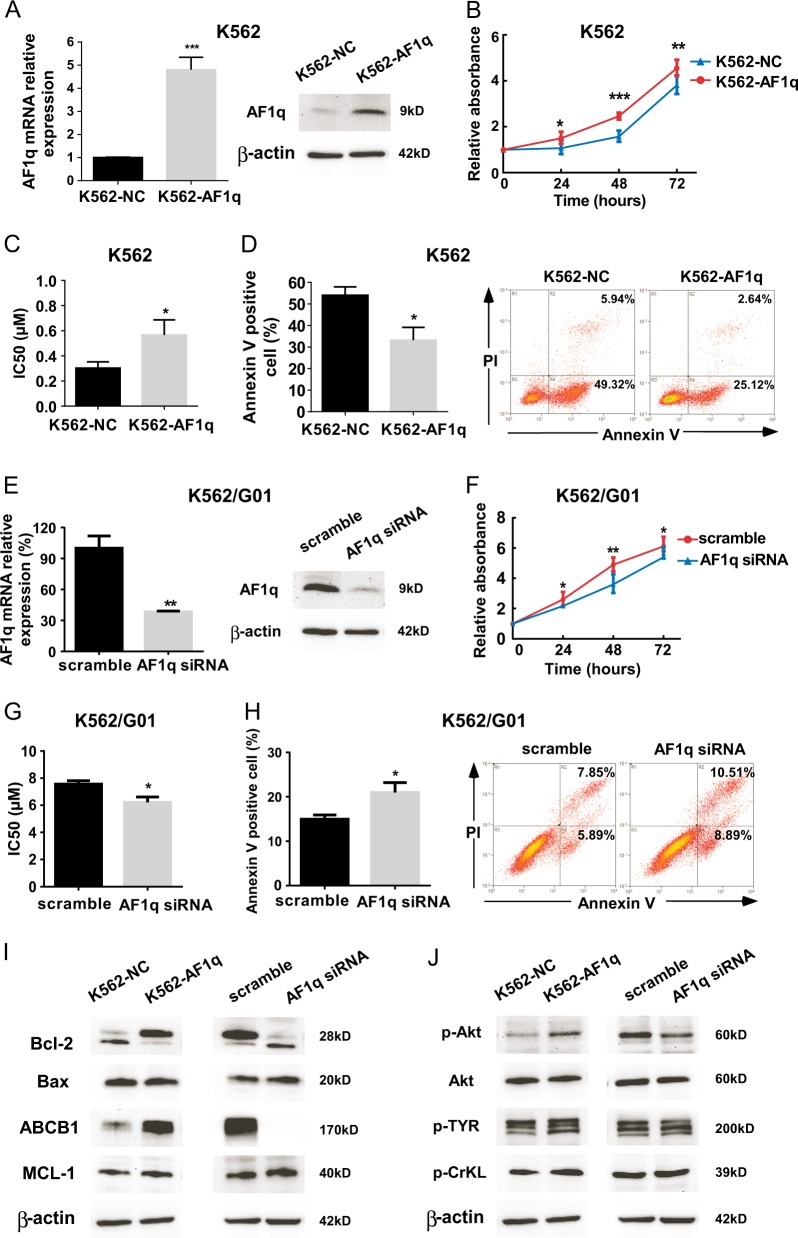
AF1q overexpression promoted cell survival in the IM-sensitive CML cell line K562 and AF1q inhibition impaired cell survival in the IM-resistant CML cell line K562/G01. **a** K562 cells were infected with lentiviruses harboring AF1q (K562-AF1q) or negative control (K562-NC) and AF1q expression was determined by qRT-PCR and western blot. AF1q levels were normalized to the expression of β-actin. **b** Proliferation of K562-AF1q and K562-NC cells were assessed by CCK-8 assays, and proliferation rates at 24, 48, and 72 h were calculated compared to the absorbance at 0 h. **c** IC_50_ values of K562-AF1q and K562-NC cells were calculated according to the cell growth inhibition after 48 h treatment with serial dilutions of IM (0, 0.1, 0.2, 0.4, 0.6, 0.8 μM). **d** K562-AF1q and K562-NC cells were treated with IM (0.4 μM, 48 h), and the percentage of apoptotic cells was measured by Annexin V and PI staining using flow cytometry. Representative dot plots and graphs are shown. **e** K562/G01 cells were transduced with AF1q siRNA or scrambled control sequences and AF1q expression was determined by qRT-PCR and western blot. AF1q levels were normalized to β-actin. **f** Proliferation of K562/G01 cells transduced with AF1q siRNA or scrambled control was assessed by CCK-8 assays, and proliferation rates at 24, 48, and 72 h were calculated compared to the absorbance at 0 h. **g** IC_50_ values for K562/G01 cells transduced with AF1q siRNA or scrambled control were calculated according to the cell growth inhibition after 48 h treatment with serial dilutions of IM (0, 2.5, 5.0, 7.5, 10.0, 12.5 μM). **h** K562/G01 cells transduced with AF1q siRNA or scrambled control were cultured with IM (5 μM, 48 h) and apoptosis was measured by flow cytometry with dual staining of Annexin V and PI. Representative dot plots and graphs are shown. Mean ± SEM. Student *t* test. **i** Expression of several proteins related to apoptosis and drug resistance were measured by western blot. **j** Activity of the PI3K/AKT pathway and phosphorylation levels of p-TYR and p-CrKL were was measured by western blot. *P < 0.05, **P < 0.01, ***P < 0.001

We then investigated the effects of AF1q overexpression on cell proliferation and IM treatment. Overexpression of AF1q increased proliferation of K562 cells (Fig. 3b), and the IC_50_ value of IM for K562-AF1q cells was significantly higher than controls (Fig. 3c). Correspondingly, AF1q overexpression reduced cell apoptosis induced by IM (Fig. 3d). These results suggest that AF1q can promote proliferation and protect CML cells from IM-induced apoptosis.

Accordingly, we used K562/G01, a K562-homologous but IM-resistant cell line to validate the effects of AF1q inhibition. The inhibitory effect of AF1q siRNA was verified by qRT-PCR and western blot analysis (Fig. 3e, S5). Proliferation of K562/G01 cells was significantly decreased as a result of AF1q suppression (Fig. 3f). Meanwhile, the inhibition of AF1q enhanced the sensitivity of K562/G01 cells to IM, with a modest but significant decrease in the IC_50_ value from 7.561 ± 0.248 to 6.220 ± 0.229 μM (*P* < 0.05, Fig. 3g). Similarly, AF1q suppression enhanced IM-induced cell apoptosis in K562/G01 cells (Fig. 3h).

We also explored the relationship between *AF1q* expression and *BCR/ABL* transcripts in 72 newly diagnosed CP CML patients (patient characteristics summarized in Table S4) and no significant correlation was found between them (*P* *=* 0.3789). Moreover, when we examined CrKL and TYR, two of BCR-ABL downstream phosphorylation targets, their phosphorylation levels did not change significantly in K562 cells with increased or decreased AF1q expression (Fig. 3j, S5). These findings suggest a kinase-independent mechanism of AF1q in CML.

Furthermore, we measured the expression of several proteins related to apoptosis and drug resistance by western blot. Results showed elevated ABCB1 as well as a higher ratio of Bcl-2/Bax in K562-AF1q cells (Fig. 3i, S5), which might explain the attenuated apoptosis and drug sensitivity after AF1q overexpression. Besides, an enhanced expression of phosphorylated Akt (p-Akt) was found in AF1q-overexpressed K562 cells by western blot (Fig. 3j, S5), which could match one of the results from the gene-wide microarray assay.

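On microarrays of K562-AF1q and K562-NC cells (3 arrays each), the RNA of the Akt kinases themselves did not pass the test. AKT1 had a log2 signal of 8.72 ± 0.03 (SD, n = 3) in K562-AF1q cells and 8.55 ± 0.05 (SD, n = 3) in K562-NC cells, a log2 difference of 0.16 (standard error 0.06, adjusted p = 0.457 from limma). The log2 difference of AKT2 was 0.15 (adjusted p = 0.531 from the same test). Of 46 measured genes of PI3K/AKT signalling, 1 was lower in K562-AF1q cells, 0 were higher and 45 did not pass, and the count was the same when adjusted over the list alone, while 3 were lower and 0 higher without K562-NC replicate 2. The gene that fell was TRIB3, a pseudokinase known to bind and inhibit Akt, with a log2 difference of -0.44 (standard error 0.07, adjusted p = 0.0413 from limma). TRIB3 also belongs to a list of 39 genes of the unfolded protein and amino acid response, of which 7 were lower. Its fall is therefore not specific to PI3K/AKT signalling. TRIB3 was not among the 10 genes that passed without K562-AF1q replicate 1. The list as a whole had a median log2 difference of 0.058 and passed limma's camera test as higher in K562-AF1q cells at a preset correlation of 0.01 (adjusted p = 0.0463), but not with an estimated correlation (adjusted p = 0.715). The topic of the list came from the study of these samples, so its direction is not independent evidence. The list passed camera without K562-NC replicate 1 (adjusted p = 0.0167) and missed the threshold without K562-AF1q replicate 1, 2 or 3 (adjusted p = 0.0531, 0.0513 and 0.110) and without K562-NC replicate 2 or 3 (adjusted p = 0.404 and 0.0619). The arrays measured RNA and not phosphorylation.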

### AF1q overexpression enhances engraftment of CML cells in vivo

We next evaluated the effects of AF1q on cell repopulating capacity in vivo. K562 cells infected with lentiviruses harboring AF1q or negative control were transplanted into sublethally irradiated NOD/SCID mice by tail vein injection. K562 cell engraftment into bone marrow and spleens was assessed 4 or 8 weeks after injection by examining human CD33 expression (a surface marker of K562). Mice inoculated with AF1q-overexpressing K562 cells had more CD33^+^ cells in the spleen than those inoculated with control K562 cells after both 4 and 8 weeks, indicating enhanced short-term and long-term engraftment, respectively (Figure S2A-B). Meanwhile, CD33^+^ cells were elevated in bone marrow only after 8 weeks (Figure S2A-B). Furthermore, K562 cell engraftment was higher in spleen than in bone marrow after transplantation.

Additionally, we used 12 mice for each group to measure survival. Two mice died in the control group while seven mice died in the AF1q-overexpressing group after 150 days of observation (Figure S2C, *P* = 0.0576). These results reveal that elevated AF1q expression enhances engraftment of CML cells in vivo.

### AF1q-overexpressing CML cells have a distinct gene expression signature

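K562 is a human cell line established from a patient with CML in blast crisis and carries the BCR-ABL fusion. K562 cells infected with lentiviruses harboring AF1q (K562-AF1q) or negative control (K562-NC) gave 3 RNA samples each, and 250 ng of total RNA per sample was labelled for the Affymetrix Human Gene 1.0 ST array, which reads probes along the whole transcript. The sources used here do not settle whether the 3 samples of a condition came from separate infections or cultures, so p-values measure only the spread between these samples, which may be technical. The authors processed the 6 arrays with RMA (background correction, normalization between arrays and summary per transcript cluster) and deposited log2 values for 28829 transcript clusters. Of these, 19291 carried 1 gene symbol, 1735 carried several and 7803 were unnamed here. For each of 18372 genes the cluster with the highest mean over all arrays was taken, with no filter on dim genes. K562-AF1q was compared with K562-NC by limma (moderated test, two-sided) with Benjamini-Hochberg adjustment over all genes, and genes were called at an adjusted p under 0.05 with no fold minimum, since the paper's text states no threshold for the array and names the Student t test for the study in general.

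The median log2 signal of 5 arrays lay between 5.53 and 5.58, whereas that of K562-NC replicate 2 was 5.73. The quartiles of K562-NC replicate 2 were 4.32 and 7.30, closer together than on any other array, and its Pearson r with the other arrays, taken across genes, was 0.987 to 0.990, against 0.996 to 0.998 among the remaining 5. Olfactory receptor genes, some of which are transcribed in blood cells, served as a rough gauge of background. Their 339 measured members had a median log2 signal of 3.97 and a 95th percentile of 5.54, and 10990 genes lay above that percentile in their mean over all arrays. The gauge itself was lower in K562-AF1q cells in camera (median log2 difference -0.078, adjusted p = 0.000288), but not with an estimated correlation (adjusted p = 0.732) or without K562-NC replicate 2 (adjusted p = 0.349), so background may differ between the groups. The number of arrays limits the precision.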

We performed genome-wide microarray assays (Gene Expression Omnibus, accession: GSE84842) in AF1q-overexpressing K562 cells and negative control cells to profile differentially expressed genes that might be involved in AF1q regulation. We found that 582 genes were differentially expressed after AF1q overexpression, including 465 upregulated and 117 downregulated genes (Figure S3), which formed a distinct signature. 

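The transcript of AF1q itself, MLLT11, was 1.97-fold higher in K562-AF1q cells. Its log2 signal was 10.08 ± 0.21 (SD, n = 3) in K562-AF1q and 9.10 ± 0.09 (SD, n = 3) in K562-NC, a log2 difference of 0.98 (standard error 0.11, adjusted p = 0.0178 from limma), and every K562-AF1q array lay above every K562-NC array (exact permutation test, two-sided, p = 0.1, the smallest p that 3 against 3 allow). Of 18372 genes, 63 were higher and 29 were lower in K562-AF1q cells, 92 in all. Of these, 13 rose and 9 fell at least 2-fold.

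Among the 12 largest rises were the cancer-testis genes of the X chromosome PASD1, with a log2 signal of 7.05 in K562-AF1q and 4.73 in K562-NC cells, and SSX3 (3.89-fold). They included SH2D1B, an adaptor of SLAM receptors (2.71-fold), and FYB1, an adaptor of T-cell and platelet signalling (2.69-fold). Another transcript cluster of FYB1 had a log2 difference of only 0.28. Its log2 signals of 4.00 in K562-AF1q and 3.72 in K562-NC cells lay below the 95th percentile of the olfactory receptor genes. LPCAT2, a lysophospholipid acyltransferase, was 2.13-fold higher, NAV1, a microtubule-binding protein, 2.28-fold, and DCAF4L2 2.16-fold. ELOVL7, a fatty acid elongase, had a log2 signal of 6.73 in K562-AF1q and 5.53 in K562-NC cells and EFCAB10 6.78 and 5.22, and the drug transporter gene ABCB1 was among these rises as well. PASD1, EFCAB10, ELOVL7 and ABCB1 lay below the 95th percentile of the olfactory receptor genes in K562-NC cells, so the size of their rises is uncertain.

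CHAC1, an enzyme that degrades glutathione, fell, with a log2 difference of -2.05 (standard error 0.08). EFEMP1 and FN1, which encode extracellular matrix proteins, had log2 differences of -1.88 and -1.19, and IGF1, a growth factor, -1.20. KYNU, an enzyme of tryptophan degradation, had -1.80, BRINP3 -1.29, HECW2, a ubiquitin ligase, -1.27, SLCO4C1, an organic anion transporter, -0.88, and PTPRC, which encodes the leukocyte phosphatase CD45, -0.83. EFEMP1, HECW2, SLCO4C1 and BRINP3 lay below the same percentile in K562-AF1q cells, BRINP3 in K562-NC cells too, so the size of these falls is uncertain. Another transcript cluster of SLCO4C1 had a log2 difference of -0.07. Its log2 signals of 3.25 in K562-AF1q and 3.32 in K562-NC cells lay below that percentile as well. SLC7A11, the cystine transporter (-1.06), and the mTORC1 inhibitors DDIT4 (-1.11) and SESN2 (-0.77) belong with CHAC1 to a list of 39 genes of the unfolded protein and amino acid response. Of this list 7 genes were lower, 0 were higher and 32 did not pass, while 16 were lower and 2 higher when adjusted over the list alone. The list was lower by camera (median log2 difference -0.17, adjusted p = 6.64e-10), but not with an estimated correlation (adjusted p = 0.428).

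The adjusted p of the 12 largest rises and 12 largest falls ranged from 2.75e-05 to 0.0324, and 10 of them, 3 higher and 7 lower, stayed past the threshold without any single array. The count of genes was 10, 11 and 14 without K562-AF1q replicate 1, 2 and 3, and 28, 884 and 29 without K562-NC replicate 1, 2 and 3. MLLT11 missed the threshold without K562-AF1q replicate 1 (adjusted p = 0.0956) or 2 (adjusted p = 0.146) and without K562-NC replicate 1 (adjusted p = 0.0745) or 3 (adjusted p = 0.0825), all from limma.

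**Figure D1:**
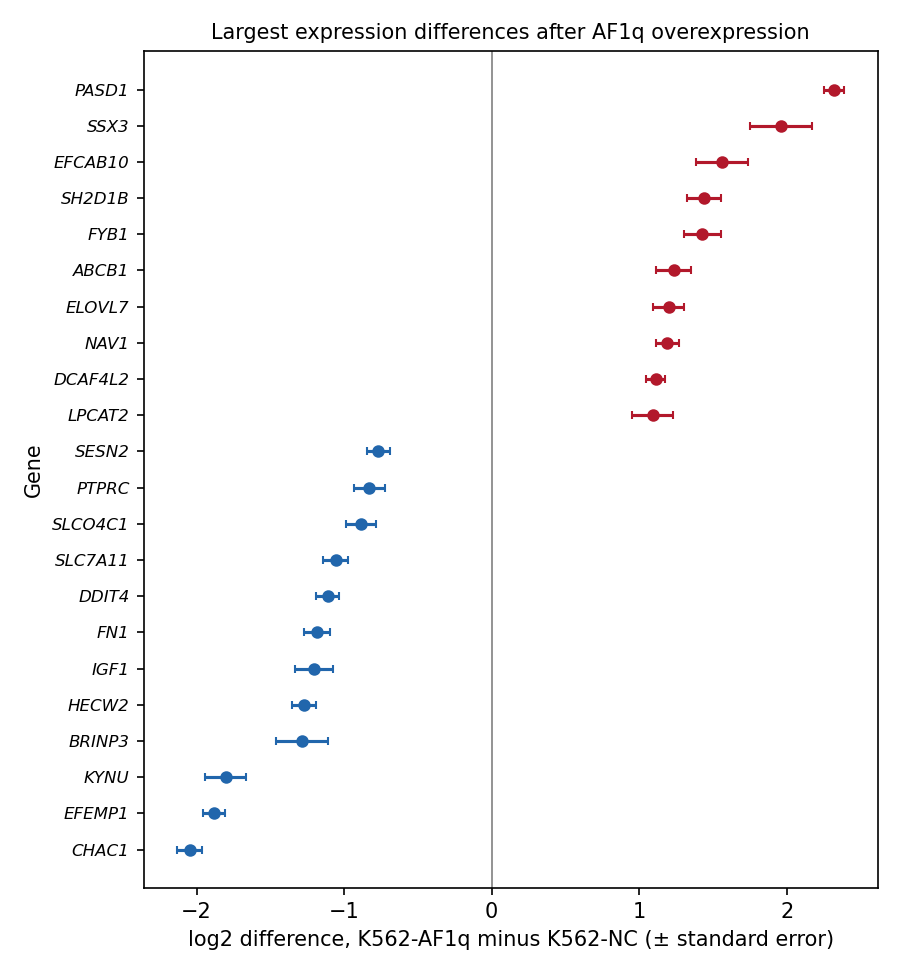
Log2 difference between K562-AF1q and K562-NC cells (x axis) for 10 of the 12 genes with the largest rise and the 12 with the largest fall (y axis) among the called genes whose arrays do not overlap. Points are differences of means of 3 arrays each, and bars are standard errors from limma. PASD1 lies farthest to the right at 2.32 and CHAC1 farthest to the left at -2.05.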

Next we examined the expression of multiple AF1q downstream targets from the microarray (*CD44, ABCB1*, and *MYC*) by qRT-PCR in K562 cells. These leukemia-related genes were also found elevated in K562-AF1q cells (Fig. 4a). Among them, CD44 stood out, since it has been found elevated in several kinds of leukemias, including CML^26^, and plays crucial roles in leukemia stem cell maintenance and self-renewal^25,27–29^. 

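On the arrays, CD44 and ABCB1 were higher in K562-AF1q cells and MYC did not pass the test. CD44, a hyaluronan receptor of the cell surface, had a log2 signal of 5.94 ± 0.07 (SD, n = 3) in K562-AF1q and 5.42 ± 0.07 (SD, n = 3) in K562-NC. This is a 1.44-fold difference (log2 difference 0.52, standard error 0.07, adjusted p = 0.0328 from limma). ABCB1, the efflux pump P-glycoprotein, had 5.60 ± 0.20 (SD, n = 3) against 4.37 ± 0.14 (SD, n = 3), a 2.35-fold difference (log2 difference 1.23, standard error 0.12, adjusted p = 0.00750 from limma). MYC, a transcription factor of cell growth, had 10.37 ± 0.03 (SD, n = 3) against 10.08 ± 0.10 (SD, n = 3), a 1.22-fold difference (log2 difference 0.29, standard error 0.07, adjusted p = 0.223 from limma). For each of the 3 genes every K562-AF1q array lay above every K562-NC array, which in an exact permutation test gives the p of 0.1 that is the smallest possible here. The same held for ACTB, the reference gene of the paper's qRT-PCR. Of all genes 18.5% had arrays that do not overlap, where chance gives 10%, so this separation alone says little. Of 18 measured genes of drug transport, ABCB1 was the 1 that was higher, 0 were lower and 17 did not pass, with 3 higher and 2 lower when adjusted over the list alone, and 2 higher and 1 lower without K562-NC replicate 2.

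The K562-NC signals of CD44 and ABCB1 lay below the 95th percentile of the olfactory receptor genes, so both genes were close to background in control cells. CD44 missed the threshold without each single array but K562-NC replicate 2 (adjusted p = 0.132 to 0.237 from limma), with a replicate block (adjusted p = 0.181) and with a trended prior (adjusted p = 0.0560). ABCB1 missed the threshold without K562-AF1q replicate 1 (adjusted p = 0.0564) or 2 (adjusted p = 0.0902), and MYC passed it in limma with array weights (adjusted p = 0.0434). From all its results and previous reports, the paper proposes that CD44 acts downstream of AF1q in CML.

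**Figure D2:**
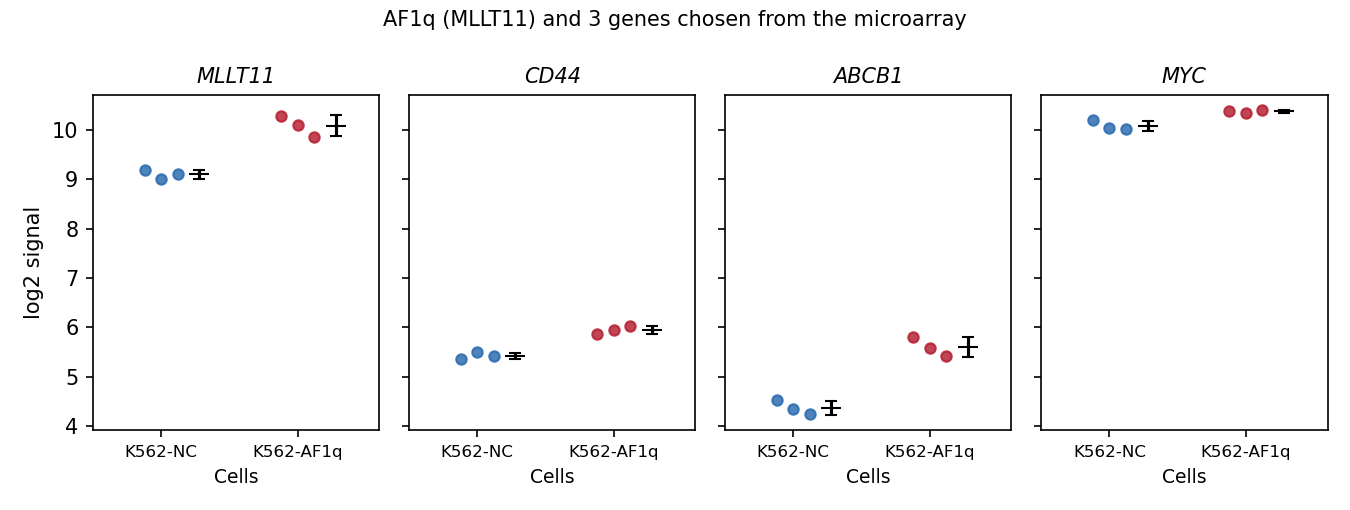
Log2 signal (y axis) of MLLT11, CD44, ABCB1 and MYC in K562-NC (blue) and K562-AF1q (red) cells. Each point is 1 array, and the black marks are the mean and SD of 3 arrays. The means are 9.10 and 10.08 for MLLT11, 5.42 and 5.94 for CD44, 4.37 and 5.60 for ABCB1, and 10.08 and 10.37 for MYC, K562-NC first.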

Taking all of our results and the previous reports into consideration, we speculated that CD44 is a downstream effector of AF1q in CML.

**Fig. 4:**
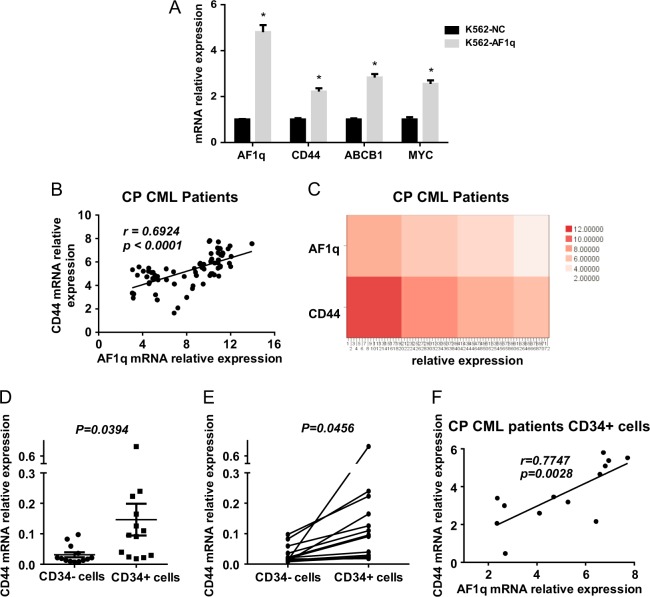
Correlation between AF1q and CD44 expression in CML cells. **a** Three differentially expressed genes (*CD44, ABCB1*, and *MYC*) and AF1q were detected by qRT-PCR to verify microarray analyses. **b** *AF1q* and *CD44* levels in bone marrow samples from newly diagnosed CP CML patients (*n* = 72) were determined by qRT-PCR and normalized to β-actin. A positive correlation was observed between *AF1q* and *CD44* expression in CP CML patients. **c** Heat map for *AF1q* and *CD44* mRNA expression in CP CML patients (*n* = 72). Columns represented CML patients and rows represented *AF1q* and *CD44* expression. Colors from dark to light indicated high to low relative expression of *AF1q* and *CD44*. **d, e** *CD44* levels were evaluated in CD34^+^ and CD34^−^ cells isolated from newly diagnosed CP CML patients (*n* = 13) by qRT-PCR and normalized to β-actin. Results were analyzed by unpaired (**d**) and paired (**e**) Student *t* tests. **f** A positive correlation was observed between *AF1q* and *CD44* expression in CD34^+^ CML cells (*n* = 13)

### CD44 is a potential target of AF1q in CML

To verify this speculation, we first examined *CD44* and *AF1q* expression in bone marrow samples from 72 newly diagnosed CP CML patients by qRT-PCR. A significant positive correlation was observed between *AF1q* and *CD44* expression in these patients (Fig. 4b, c). What is more, we found that CD44 was also significantly elevated in CML CD34^+^ cells compared to CD34^−^ cells (Fig. 4d, e). The qRT-PCR results showed a significant correlation between those two genes within a cohort of 13 CP CML patients’ CD34^+^ cell samples (Fig. 4f). This correlation suggests that AF1q may regulate CD44 expression in CD34^+^ CML progenitor cells.

To further confirm that AF1q modulates CD44 expression, we analyzed CD44 expression in CML cells transduced with AF1q siRNA or AF1q-expressing lentiviruses. AF1q inhibition in primary CML cells and K562/G01 cells reduced CD44 expression (Fig. 5a, c and S5). Conversely, AF1q overexpression in K562 cells triggered CD44 activation (Fig. 5b, S5). Furthermore, we transfected CD34^+^ CML cells with AF1q siRNA. As expected, AF1q downregulation suppressed *CD44* expression (Fig. 5d). This is the first experimental evidence that CD44 is positively regulated by AF1q in primary and CD34^+^ CML cells.

**Fig. 5:**
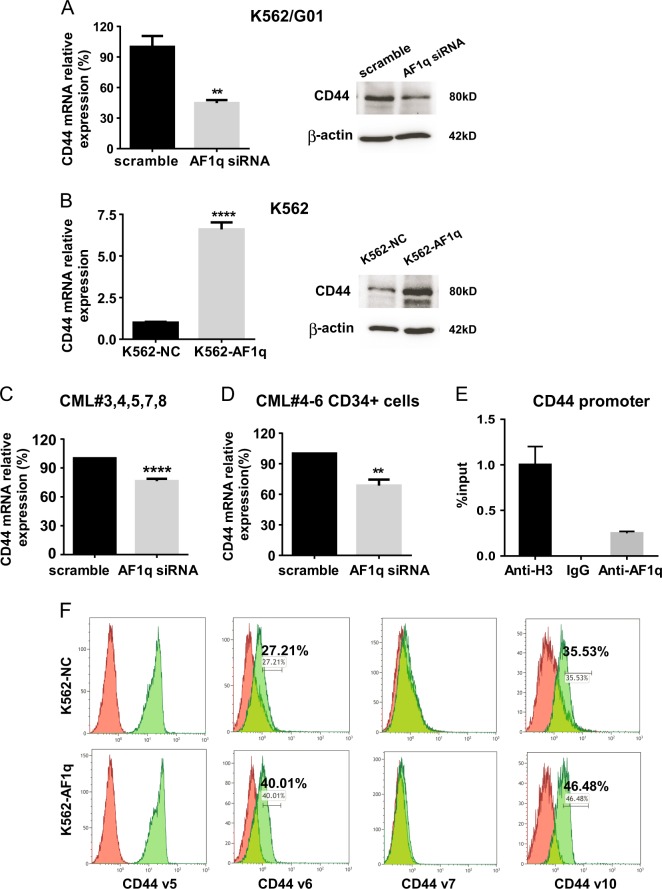
AF1q regulated CD44 expression in CML. **a** CD44 expression in K562/G01 cells transduced with AF1q siRNA or scrambled control was measured by qRT-PCR and western blot. **b** CD44 expression in K562 cells infected with lentiviruses harboring AF1q (K562-AF1q) or negative control (K562-NC) was measured by qRT-PCR and western blot. **c** *CD44* expression was measured by qRT-PCR in primary BMMCs from CP CML patients (*n* = 5) transduced with AF1q siRNA or scrambled control. **d** *CD44* expression in CD34^+^ CML cells (*n* = 3) transduced with AF1q siRNA or scrambled control was measured by qRT-PCR. **e** ChIP analysis of AF1q binding to CD44 promoter region. **f** Frequencies of CD44 v5, v6, v7, and v10 were measured by flow cytometry in K562 cells infected with AF1q lentiviruses. Red represents K562-NC and green represents K562-AF1q. **P < 0.01, ****P < 0.0001

A chromatin immunoprecipitation (ChIP) assay was performed to check out the possible direct transcriptional regulation of CD44 by AF1q. As shown in Fig. 5e, AF1q occupied the CD44 promoter region in K562 cells, indicating AF1q is recruited to the CD44 promoter, thereby facilitating the transcription of CD44.

The CD44 isoforms have been categorized as the standard isoform (CD44s) and the variant isoforms (CD44v), both known stem cell markers. CD44s is highly expressed in many cells and most abundantly in cells of the hematopoietic system (100% positive in K562 cells, data not shown), whereas CD44v expression is more restricted^30^. Here, to identify which variants are regulated by AF1q in CML, we tested four variants (CD44 v5, v6, v7, and v10) that had previously been reported to be expressed in various leukemias^31^. Based on our flow results, CD44 v6 and v10 levels were elevated in K562 cells transduced with AF1q-expressing lentiviruses (Fig. 5f). CD44 v5 was constitutively expressed, while CD44 v7 was not expressed in K562 cells transduced with lentiviruses harboring either AF1q or scrambled control (Fig. 5f).

### Inhibition of CD44 activity attenuates AF1q-mediated IM resistance in CML

To determine whether AF1q-mediated alterations of CML cells are mainly caused by CD44, we used a specific CD44 monoclonal antibody, A3D8, to block CD44 activity in K562-AF1q cells. CD44 dysfunction resulted in significantly slowed proliferation of K562-AF1q cells, which was accelerated by AF1q overexpression (Fig. 6a). Inhibition of CD44 in IM-treated K562-AF1q cells decreased the IC_50_ value from 0.633 ± 0.013 to 0.527 ± 0.027 μM (*P* < 0.05, Fig. 6b). Similarly, blocking CD44 activity increased IM-induced apoptosis in K562-AF1q cells (Fig. 6c, d). These results reveal the pro-survival activities of CD44 in CML cells. Importantly, we demonstrate that CD44 inhibition partially attenuates AF1q-mediated survival promotion and protection of CML cells from IM treatment.

**Fig. 6:**
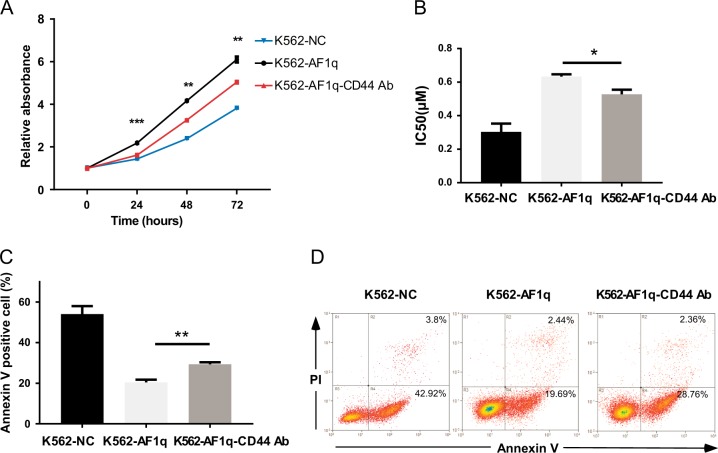
CD44 inhibition attenuated AF1q function in CML. K562 cells infected with AF1q-expressing lentiviruses were incubated with (AF1q-CD44 Ab) or without (AF1q) a CD44 mAb, A3D8. K562 cells infected with negative control lentivirus were used as negative controls (NC). **a** Proliferation was measured by CCK-8 assays and proliferation rates at 24, 48, and 72 h were calculated compared to absorbance at 0 h. **b** IC_50_ values were calculated according to cell growth inhibition after IM treatment (0, 0.1, 0.2, 0.4, 0.6, 0.8 μM; 48 h). **c, d** Apoptotic cells were detected by Annexin V and PI staining using flow cytometry after IM treatment (0.4 μM, 48 h). Representative dot plots and graphs are shown. Mean ± SEM. Student *t* test. *P < 0.05, **P < 0.01, ***P < 0.001

## Discussion

Development of genetic and molecular characterizations allow us to practice targeted therapy in leukemia, among which the most dramatic example is TKI in CML. Imatinib (IM) is the first successful molecular drug specifically targeting the aberrantly expressed BCR-ABL oncoprotein in CML cells, improving the estimated 8-year survival rate to ~88%^32^. However, not all CML patients benefit greatly or equally from it. TKI resistance mediated by *BCR-ABL* gene amplifications and BCR-ABL kinase domain mutations frequently occurs in CML patients and neither the second nor the third generation of TKIs conquers it completely^33^. Even CML patients with undetectable *BCR-ABL* transcripts are at risk for rapid disease recurrence after discontinuation of TKI therapy^7^. Leukemia stem cells considered responsible for drug resistance and relapse of CML are especially resistant to TKI therapy, despite effective inhibition of BCR-ABL tyrosine kinase activity^13^. Given these findings, investigation of alternative strategies to control CML by BCR-ABL kinase-independent pathways is important.

The *AF1q* gene, originally considered an oncogenic factor, promoted tumor growth and metastasis in breast cancer and was involved in thyroid tumorigenesis^19–23^. Tse et al. reported that 84% of pediatric AML patients had elevated *AF1q* expression and that increasing *AF1q* expression was associated with decreased overall survival^16^. Moreover, miR-29b directly regulated AF1q in AML, and patients with low miR-29b/elevated AF1q expression had poor overall survival^34^.

The present study found that CML patients expressed higher *AF1q* levels than controls and *AF1q* expression increased during CML development. CML patients in AP and BP that were resistant to IM had higher *AF1q* levels than those in CP. *AF1q* expression increased greater than 15-fold in a higher proportion of AP and BP patients than in CP patients. Using follow-up AP/CP samples from the same patients, we demonstrated that *AF1q* expression was increased when patients progressed into AP compared to CP. These data suggest that AF1q may be a new indicator of disease progression and may play an important role in TKI resistance.

We then explored the biological effects of AF1q in CML by gain- and loss-of-function experiments. In this work, we demonstrated that upregulation of AF1q expression promoted proliferation, decreased the sensitivity of CML cells to IM, and protected cells from IM-induced apoptosis. Conversely, AF1q downregulation enhanced IM sensitivity, induced apoptosis, and suppressed growth of CML cells. These results were consistent with previous reports describing that enhanced AF1q expression promoted cell proliferation, migration, and chemo-resistance in breast cancer^19–21^. However, other reports demonstrated overexpression of AF1q increased apoptosis in ovarian cancer and squamous carcinoma cell lines^35–37^. The reason for this discrepancy is unclear, but may be due to the differences in tumor models. In addition, we found that AF1q overexpression increased engraftment of CML cells in vivo and reduced survival of mice transplanted with CML cells, although this difference did not reach statistical significance (*P* = 0.0576). Taken together, these findings reveal novel roles of AF1q in modulating CML cell survival and response to IM. Thus, AF1q represents a potential therapeutic target for CML.

CML leukemia stem cells are insensitive to kinase inhibitors and responsible for CML relapse. TKI therapies target proliferating mature cells only, therefore leaving the reversibly quiescent leukemia stem cell pool to repopulate the original disease^38,39^. Further, these leukemia stem cells are independent of BCR-ABL kinase activity for survival^40^. Additional therapy may be required to target leukemia stem cells for disease eradication. To determine whether *AF1q* is a potential survival-related gene for CML leukemia stem cells, we measured its expression in CD34^+^ progenitor cells from newly diagnosed CP CML patients. We found that *AF1q* was significantly elevated in CD34^+^ CML cells compared with CD34^−^ CML cells and normal CD34^+^ cells. More importantly, AF1q knockdown in CD34^+^ CML cells increased sensitivity and apoptosis in response to IM treatment. Consistent with the CML cell results, we preliminarily verified our hypothesis that AF1q is a potential therapeutic target for CML leukemia stem cells with limited experiments. This hypothesis should be further explored using a larger patient cohort and more biological experiments.

The abundant microarray data offered us the opportunity to explore important biological processes regulated by AF1q in CML. A gene ontology analysis was performed, which revealed roles of AF1q in transcription regulation, signal transduction, adhesion, apoptosis, and more (Figure S4A). 

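Single genes of transcription regulation, adhesion and apoptosis differed between K562-AF1q and K562-NC cells, while most listed members did not pass the test. Of 72 measured transcription regulators of blood cells, 1 was higher, 1 was lower and 70 did not pass, with 8 higher and 2 lower when adjusted over the list alone. JUN, a subunit of AP-1, rose by a log2 difference of 0.55 (standard error 0.07, adjusted p = 0.0288 from limma), and SOX6, a regulator of erythroid genes, had a log2 difference of -0.50 (standard error 0.07, adjusted p = 0.0355). Of 493 ZNF zinc finger genes, 1 passed, ZNF574, which was higher by 0.50 (adjusted p = 0.0461), 0 passed over the family alone, and without K562-NC replicate 2, 10 were higher and 15 lower. Of 70 measured genes of cell adhesion, CD44 was higher, FN1, which encodes fibronectin, was lower and 68 did not pass, with 2 higher and 1 lower when adjusted over the list alone. Of 35 measured pro-apoptotic regulators, 1 was lower, 0 were higher and 34 did not pass. This was PMAIP1, the BH3-only protein NOXA, with a log2 difference of -0.60 (standard error 0.09, adjusted p = 0.0483 from limma). FN1 was among the 10 genes that passed without K562-AF1q replicate 1, while JUN, SOX6, ZNF574, CD44 and PMAIP1 were not. Of 17 measured anti-apoptotic regulators 0 passed over all genes and 0 over the list alone. BAG3 had the smallest p among them, with a log2 difference of 0.28 (adjusted p = 0.281).

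The ZNF genes were higher as a whole in camera (median log2 difference 0.025, adjusted p = 0.00533), but not with an estimated correlation (adjusted p = 0.732) or without K562-NC replicate 2 (adjusted p = 0.999). None of the other 4 lists was shifted in camera, with adjusted p = 0.0601 for the transcription regulators, 0.287 for adhesion, 0.843 for the anti-apoptotic and 0.908 for the pro-apoptotic regulators. The direction in camera, higher for the transcription regulators and both apoptosis lists, is opposite to the sign of their medians of -0.0072, -0.031 and -0.0037. The median over all genes was -0.027, below the transcription and pro-apoptotic medians and above the anti-apoptotic median. Without K562-NC replicate 2, 9 transcription regulators were higher and 3 lower, 5 adhesion genes higher and 1 lower, 2 pro-apoptotic genes lower and 0 higher, and 1 anti-apoptotic gene higher and 0 lower. The transcription list passed camera without K562-AF1q replicate 1 or 2 (adjusted p = 0.0360 and 0.0320) and without K562-NC replicate 1 (adjusted p = 0.0407). With an estimated correlation, run over all arrays alone, the adjusted p of the transcription list was 0.732. The topics of the lists came from the study of these samples, so they are not independent evidence.

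**Figure D3:**
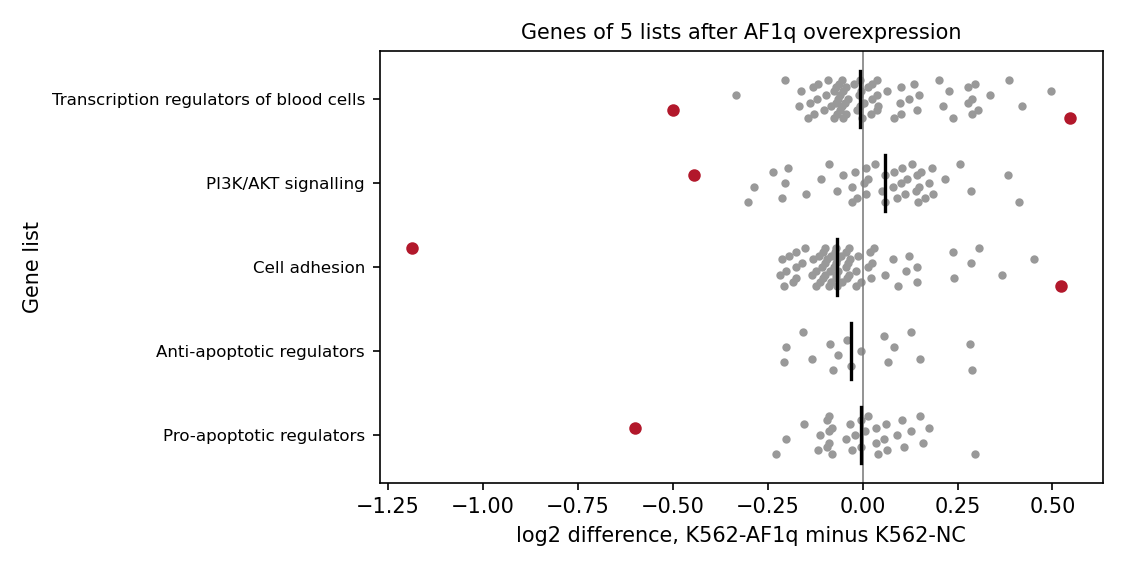
Log2 difference between K562-AF1q and K562-NC cells (x axis) of each measured gene of 5 lists (y axis). Red points are genes with an adjusted p under 0.05 from limma, gray points are the others, and black lines are the medians of the lists. The red points are JUN and SOX6 among the transcription regulators, TRIB3 in PI3K/AKT signalling, CD44 and FN1 in adhesion and PMAIP1 among the pro-apoptotic regulators.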

Functional annotation analysis was also performed to generate a GeneSignalNetwork, such as “activation”, “binding/association”, and “inhibition’, which clearly showed relationships among differentially expressed genes (Figure S4B). 

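No single gene of the CML and AML pathways passed the test between K562-AF1q and K562-NC cells over all genes. Of 68 measured genes of the CML pathway, 0 were higher or lower in limma, 41 had a positive log2 difference, and 0 passed when adjusted over the list alone. The smallest p values were those of RELA, a subunit of NF-κB (log2 difference 0.34, adjusted p = 0.110), and STAT5A, a transcription factor activated by BCR-ABL (log2 difference 0.29, adjusted p = 0.156). Of 54 measured genes of the AML pathway, 0 passed over all genes and 3 were higher when adjusted over the list alone. PML, the organizer of nuclear bodies, had a log2 difference of 0.36 (adjusted p = 0.0841). At an unadjusted p under 0.05, 1159 of all genes were higher and 654 were lower in limma.

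In camera the CML list was higher in K562-AF1q cells, with a median log2 difference of 0.034 (adjusted p = 0.0114), and so was the AML list, with 0.012 (adjusted p = 0.0461). With an estimated correlation neither passed, at adjusted p = 0.428 and adjusted p = 0.591. Without K562-NC replicate 2, neither list was shifted (adjusted p = 0.287 and 0.134), while 6 CML genes were higher and 3 lower, and 5 AML genes were higher and 2 lower. The AML list also missed the threshold without K562-AF1q replicate 1 or 3 (adjusted p = 0.0548 and 0.110) and without K562-NC replicate 3 (adjusted p = 0.193). The topics of both lists came from the study of these samples, so their direction is not independent evidence. The paper's pathway enrichment among its differentially expressed genes was not repeated here. The fusion partners had log2 differences of 0.11 for BCR (adjusted p = 0.686) and 0.26 for ABL1 (adjusted p = 0.242), and CRKL, an adaptor phosphorylated by BCR-ABL, 0.20 (adjusted p = 0.344). ABL1 passed without K562-NC replicate 2 (adjusted p = 0.0423).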

The gene pathway analysis based on the KEGG database better classified the differentially expressed genes and represented the enrichment results as a PathwayRelationNetwork (Figure S4C), among which CML and AML pathways were identified as activated.

We focused on CD44 as the downstream target for two reasons. First, because microarray analysis showed elevated *CD44* expression following AF1q upregulation and, second, because CD44 was demonstrated to be crucial for leukemia stem cell maintenance and self-renewal. 

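Of 41 measured genes of leukemia stem cells and hematopoietic stem cells, CD44 was the 1 that was higher, 0 were lower and 40 did not pass, with 3 higher and 0 lower when adjusted over the list alone. CD34, the surface marker of stem and progenitor cells, did not pass (log2 difference -0.19, standard error 0.08, adjusted p = 0.488 from limma). Its log2 signals of 4.19 in K562-AF1q and 4.38 in K562-NC cells lay below the 95th percentile of the olfactory receptor genes. The size of any difference is therefore uncertain. The list as a whole was not shifted in camera (median log2 difference -0.091, adjusted p = 0.181), while it was lower in camera on ranks (adjusted p = 0.0469) and passed mixed fry (adjusted p = 0.00203). The adjusted p of the list in camera was 0.733 with an estimated correlation and 0.802 without K562-NC replicate 2. Without K562-NC replicate 2, 4 members were higher and 1 was lower. Without K562-AF1q replicate 1, 2 or 3 the adjusted p of CD44 from limma was 0.176, 0.232 and 0.237, without K562-NC replicate 1 or 3 it was 0.143 and 0.132, and without K562-NC replicate 2 it was 0.00101, with a log2 difference of 0.48 to 0.56 in each case.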

Our results revealed a positive correlation between *AF1q* and *CD44* expression in a cohort of 72 newly diagnosed CP CML patients. Upregulated or downregulated AF1q caused corresponding changes in CD44 expression. These results were consistent with a recent study in which AF1q activated CD44 in breast cancer^20^. Moreover, we blocked the function of CD44 in AF1q-overexpressing CML cells and found attenuated survival activities and sensitivity to IM in these cells, which partially counteracted the deleterious effects of AF1q. These data indicate that the effects of AF1q on CML cell survival and IM resistance are mediated, at least in part, via regulation of CD44 expression.

Interestingly, CD44 upregulation has been linked to enhanced metastatic potential and poor prognosis in several types of cancer^41,42^. As it relates to leukemia, CD44 expression promoted both CML and AML stem cell maintenance in mouse models^25,27,28^. Recently, Holm et al. demonstrated that CD44 was upregulated during CML blast crisis transformation and CD44 inhibition reduced blast crisis leukemia stem cell self-renewal^29^. In the current study, *CD44* expression level was also found upregulated and positively related to *AF1q* expression in CD34^+^ CML progenitors. *AF1q* knockdown in CD34^+^ CML progenitors reduced *CD44* expression. Taken together, these data suggest that AF1q regulates CD44 expression in CML progenitors, showing a potential mechanism for leukemia stem cell maintenance.

The present study has shown that *AF1q* expression is elevated in CML patients and its expression positively correlates with CML disease progression. AF1q supports cell survival, decreases IM sensitivity, and reduces apoptosis of CML cells by modulating CD44. Inhibition of AF1q sensitizes CD34^+^ CML cells to TKI treatment. Thus, targeting AF1q or CD44 may offer a promising therapeutic strategy for this disease.

## Materials and methods

### Patient samples and CD34^+^ cell isolation

Bone marrow samples from 149 CML patients and 15 control donors were obtained following informed consent at Qilu Hospital, Shandong University. CML patient samples were collected at different time points of the disease, including CP without prior IM treatment, accelerated phase (AP), blastic phase (BP), and CCyR after successful IM treatment. Control samples were obtained from donors who were free from any clonal bone marrow disorder. Mononuclear cells from bone marrow aspirates were separated by Ficoll-Paque Plus (Pharmacia LKB Biotechnology) density gradient centrifugation. Normal bone marrow CD34^+^ cells and CML bone marrow CD34^+^ cells were isolated by using a human CD34 Microbead Kit (Miltenyi Biotec) and the purity of CD34^+^ cells was above 90% as assessed by flow cytometry (Figure S1).

### Cell lines and cell culture

The human CML cell line K562 and IM-resistant cell line K562/G01 were purchased from the Institute of Hematology & Blood Diseases Hospital, Chinese Academy of Medical Sciences & Peking Union Medical College, Tianjin, China. Cells were cultured in RPMI 1640 medium supplemented with 10% fetal bovine serum (Gibco) and 1% penicillin–streptomycin (Invitrogen) in a humidified incubator at 37 °C with 5% CO_2_. For K562/G01, IM was added to the complete culture medium with final concentration of 4 μM until 2 weeks before the assay.

### siRNAs, lentiviruses, and gene transfer

The AF1q-specific siRNAs and scrambled control sequences were synthesized by RiboBio (Guangzhou, China; Table S1) and transfected into CML cells using Lipofectamine 2000 reagent (Invitrogen). The AF1q-expressing lentivirus vector pLOC-AF1q and its negative control pLOC-NC were generously provided by Dr. William Tse (University of Louisville School of Medicine, Louisville, KY). Methodology of the lentivirus production are detailed in the supplemental experimental procedures. K562 cells infected with lentiviruses harboring AF1q (K562-AF1q) or negative control (K562-NC) were selected by 10 µg/mL blasticidin (Selleck).

### Engraftment of CML cells in immunodeficient mice

K562 cells infected with lentiviruses harboring AF1q or negative control (5 × 10^6^ cells/mouse) were injected via tail vein into irradiated (1.5 Gy) NOD/SCID immunodeficient mice (Beijing HFK Bioscience Co., Ltd., Beijing, China). Mice were euthanized after 4 or 8 weeks. Bone marrow contents of femurs and spleen cells were checked for human K562 cell engraftment by staining with anti-human CD33 antibody (BD Biosciences) using flow cytometry. Mice were inspected daily for 150 days and survival was represented using a Kaplan–Meier survival plot.

### CD44 variants analysis and inhibition of CD44 activity

Expression of CD44 variants was analyzed by flow cytometry. Antibodies for CD44 v5, v6, v7, and v10 were purchased from eBioscience. To block CD44 activity in K562-AF1q cells, a specific CD44 monoclonal antibody A3D8 (Sigma-Aldrich) was added to the culture medium with final concentration of 2.5 μg/mL for 48 h.

### Microarray analysis

RNA was extracted from K562 cells infected with lentiviruses harboring AF1q or negative control. Gene expression profiles were detected with the GeneChip Human Gene 1.0 ST Arrays (Affymetrix). Microarray data analysis and gene set enrichment analysis were performed by Gminix Information Technology Co., Ltd. (Shanghai, China).

### ChIP

The SimpleChIP^®^ Enzymatic Chromatin IP Kit (Cell Signaling, Danvers, MA, USA) was used to perform ChIP assays according to the manufacturer’s standard protocol. Chromatin fragments derived from K562 cells were immunoprecipitated with 5 µg AF1q antibody.

### qRT-PCR, western blot, cell assays

Detailed methods for the quantitative real-time polymerase chain reaction (qRT-PCR), western blotting, and cell assays, including cell proliferation, viability and apoptosis, are shown in the supplemental experimental procedures with primer sequences in Table S2.

### Ethic approval and consent to participate

All the procedures involved with patients were approved by the Medical Ethics Committee of Qilu Hospital according to institutional guidelines and Declaration of Helsinki principles, and patients’ samples were collected with informed consent from participants prior to inclusion in the study. All animal studies were conducted in accordance with the Guide for the Care and Use of Laboratory Animals published by the US National Institutes of Health and Shandong University.

### Statistics

Data are presented as mean ± standard error of the mean (SEM). Significant differences were determined using the Student *t* test, *χ*^2^ test, and Spearman correlation test.

## Electronic supplementary material

supplemental material

How the deposited data were processed for this re-analysis (not part of the article)

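Gene expression was measured on 6 Affymetrix Human Gene 1.0 ST arrays, 3 of K562-AF1q cells and 3 of K562-NC cells. The mapping of arrays to conditions and replicate numbers came from the submitters' labels. In 1 label field K562-NC is called RFP, whereas the paper names its control vector pLOC-NC. What the control vector expresses is not settled here. The authors made the deposited log2 values with RMA, which corrects the background, normalizes between arrays and summarises probes per transcript cluster. RMA is named in the submitters' processing notes, and its software and version are not given in the sources used here. The values ranged as log2 signals do, and no further transformation was applied. RMA usually brings arrays to a common distribution, so a change of all genes at once may not be seen. The 6 deposited columns do not share a distribution, K562-NC replicate 2 lies apart, and the sources used here do not settle whether that array was processed together with the others. Signals near background understate fold differences.

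Transcript clusters were named through the platform annotation. Clusters with several symbols or none took no part in the gene tests, and of several clusters of a gene the one with the highest mean over all arrays was kept. Some older symbols in the gene lists were updated by hand. Genes that are not in this table are not analysed here. The annotation gave no genome build for the arrays, so no coordinates are given, and NCBI's GRCh38.p14 gene table was used only for chromosome names and for which genes neighbour each other.

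Differences between K562-AF1q and K562-NC were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, default settings, two-sided), with Benjamini-Hochberg adjustment over 18372 genes and an adjusted p under 0.05. Every adjusted p in the text is from limma's moderated test or camera, or from fry where fry is named. Gene lists were tested with camera at a preset correlation of 0.01, and adjusted over 34 lists and families with at least 5 measured members. Alternatives were camera with an estimated correlation and on ranks, and fry, directional and mixed. Camera with an estimated correlation gave a larger p even for the erythroid list, whose estimate of -0.0058 lay below the preset 0.01. Missing that test therefore does not show that correlation between genes accounts for a shift. The 27 lists and 8 gene families were written by hand from general knowledge and are not copies of GO or KEGG releases. Tested on simulated data with the size and spread of this comparison (18372 genes), limma recovered 74% of 100 genes changed by a log2 difference of 0.5 and 100% of 100 genes changed by 1, with 10 false calls among 184. These rates hold for the simulated data alone. On the real arrays K562-NC replicate 2 stood apart, and leaving it out raised the calls from 92 to 884. For single genes an exact permutation test was run as well, which cannot go below p = 0.1 with 3 against 3.

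The design, the gene lists, the alternatives and the rule for the genes named in the text were set before the data were examined. The rule took the 12 largest positive and 12 largest negative log2 differences among called genes whose arrays do not overlap, every gene the study names, and from each list up to 4 called members with the largest difference or, where none was called, up to 2 with the smallest p. Of the 12 largest rises, 2 are not reported here. The direction of CD44, ABCB1 and MYC in the study's qRT-PCR was seen before this rule was written. HERPUD1, PSAT1, PAGE1, MAGEB2 and the called cancer-testis genes other than PASD1 and SSX3 were named after their values were seen. The alternatives were a replicate block, 3 filters on dim genes, 3 normalizations, trended and robust priors, array weights, the mean of all clusters of a gene, all rows of the table, the Student t test that the methods name for the study in general, other thresholds, and leaving out each array in turn. No column of other samples was used. The number of arrays limits the precision, since RMA values carry no counts or detection p-values.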

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

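The tests of K562-NC replicate 2, of the hypoxia and glycolysis list as a sign of the cultures, of the other X genes and of the share of cancer-testis genes were chosen after the results were seen. The paper's text does not discuss the 10 genes named next or the lists of hypoxia and glycolysis, erythroid, cholesterol synthesis and unfolded protein and amino acid response genes. Each of these kept its direction and its call in limma or camera without any single array, which does not hold for every other gene named beside them.

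PASD1 (log2 difference 2.32), NAV1 (1.19) and DCAF4L2 (1.11) were higher in K562-AF1q cells. CHAC1 (-2.05), EFEMP1 (-1.88), KYNU (-1.80), HECW2 (-1.27), FN1 (-1.19), DDIT4 (-1.11) and SLC7A11 (-1.06) were lower. Of 37 measured genes of hypoxia and glycolysis, 2 were higher, 1 was lower and 34 did not pass, with 16 higher and 2 lower when adjusted over the list alone. Without K562-NC replicate 2, 9 of them were higher and 1 was lower. The list was higher as a whole (median log2 difference 0.126, adjusted p = 4.63e-09 from camera), but not with an estimated correlation (adjusted p = 0.123). The glycolytic aldolase gene ALDOC rose by 0.75 and PFKFB4, which controls glycolytic flux, by 0.71, while DDIT4 fell. Of 40 measured erythroid genes, AHSP, the chaperone of alpha hemoglobin, rose (log2 signal 6.02 against 5.17 in K562-NC cells, below the 95th percentile of the olfactory receptor genes), SOX6 fell and 38 did not pass, with 9 higher and 2 lower when adjusted over the list alone. Without K562-NC replicate 2, 8 erythroid genes were higher and 1 was lower. The erythroid list was higher as a whole (median log2 difference 0.121, adjusted p = 2.24e-06 from camera), but not with an estimated correlation (adjusted p = 0.122). Of 20 measured genes of cholesterol synthesis, 0 were higher or lower over all genes or over the list alone, and the list was higher as a whole (median log2 difference 0.099, adjusted p = 0.000998 from camera), but not with an estimated correlation (adjusted p = 0.428). INSIG1 had the smallest p in this list, with a log2 difference of 0.27 (adjusted p = 0.221).

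Of 39 measured genes of the unfolded protein and amino acid response, 7 were lower in K562-AF1q cells and 32 did not pass, and the list was lower by camera (median log2 difference -0.174, adjusted p = 6.64e-10; adjusted p = 0.428 with an estimated correlation). K562-NC replicate 2 alone is argued against, since without that array the median was -0.198 and 18 members were lower and 1 was higher. Unfolded proteins in the endoplasmic reticulum are argued against, since 12 chaperone and folding members had a median of 0.0486 (quartiles -0.058 and 0.094), against -0.328 for the other 27 members (quartiles -0.503 and -0.150), although HERPUD1, a gene induced by unfolded proteins that was not among the 12, fell by 0.56 on the log2 scale, and the median was 0.0275 with it. The members that fell include CHAC1, SLC7A11, SESN2, TRIB3 and PSAT1, an enzyme of serine synthesis, with a log2 difference of -0.64, and nutrients or density of the cultures at harvest may account for them, which cannot be told apart from an effect of AF1q because any difference of the cultures goes with the conditions, and the hypoxia and glycolysis list, whose median of 0.126 has the opposite sign (adjusted p = 0.123 with an estimated correlation), does not decide it. A lower amino acid response brought about by AF1q stays a hypothesis, which arrays of both kinds of cells harvested at equal density in fresh medium would test.

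Of 34 measured cancer-testis genes of the X chromosome, 7 were higher and 0 were lower, with a median log2 difference of 0.0077 over all 34. In their mean over all arrays 18 lay above the 95th percentile of the olfactory receptor genes. Without K562-NC replicate 2, 12 were higher and 1, MAGEB2, was lower. Besides PASD1 and SSX3 the 7 genes were MAGEA1 (0.81), FMR1NB (0.77), MAGEC1 (0.74), SSX5 (0.52) and MAGEC2 (0.43), and PAGE1 (0.94) did not pass (adjusted p = 0.0765 from limma). Probes of SSX and MAGE genes can share sequence, and SSX5 in both kinds of cells and PASD1 and FMR1NB in K562-NC cells lay below the 95th percentile of the olfactory receptor genes, so single members and the size of their differences are uncertain. Gain of the whole X chromosome is argued against, since 658 other X genes had a median log2 difference of -0.0318 (quartiles -0.108 and 0.066), against -0.0271 for the autosomes. The 20 nearest measured neighbours of the called genes had a median of 0.00416 (quartiles -0.099 and 0.121), against 0.766 for the called genes. This argues against copy gain of segments only as far as those neighbours lay above background, which was not tested. Chance divergence of the 2 cell populations stays open. The 20.6% of the family that was higher cannot be told apart from an effect of AF1q without arrays of infections known to be separate.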

How the results depend on the processing

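The count of 92 genes (63 higher, 29 lower) changed with most settings, and the cause was not tested except where fewer arrays or another threshold set it. It was 16 (9 and 7) with a replicate block, 128 (83 and 45) after quantile normalization again, 58 (44 and 14) with arrays centred on their medians, 140 (92 and 48) after cyclic loess and 958 (571 and 387) with array weights. The methods' t-test gave 1842 (1192 and 650) at P under 0.05, 8 (5 and 3) after adjustment, and with a fold of at least 1.2 and 2 it gave 596 (417 and 179) and 23 (13 and 10). An unadjusted limma p under 0.05 gave 1813 (1159 and 654), and under 0.01 gave 623 (453 and 170). An adjusted p under 0.05 with a fold of at least 1.5 and 2 gave 59 (39 and 20) and 22 (13 and 9), an adjusted p under 0.01 gave 23 (15 and 8), under 0.1 gave 176 (124 and 52), and treat against 1.2-fold gave 24 (16 and 8). All rows of the table gave 71 (48 and 23). Without 1 array in turn the counts ranged from 10 to 884 (3 to 448 higher, 7 to 436 lower), and the 884 genes without K562-NC replicate 2 included all 92. The other settings, 3 filters on dim genes, trended and robust priors, the mean of all clusters of a gene and a fold of at least 1.2, and the methods' t-test with a fold of at least 1.5, stayed within 1.5 times.

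Arrays of equal number did not deviate together (correlations of -0.20, -0.29 and -0.16 across genes), so they give no sign of pairing, and the block result of 16 genes says nothing of weaker effects. In these deviations no K562-AF1q array had its highest correlation with the K562-NC array of its own number.

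All 35 called genes named by the rule kept their sign under every alternative that tested them (the filters left 26 to 34 of them), 10 kept their call without any single array and 4 under every alternative that tested them. MLLT11 (0.98) and CD44 (0.52) lost their calls with the replicate block, MLLT11, CD44 and ABCB1 (1.23) with the adjusted t-test, and CD44 with a trended prior (adjusted p = 0.0560). Without 1 array in turn the log2 difference ranged from 0.88 to 1.09 for MLLT11, 0.48 to 0.56 for CD44 and 1.13 to 1.33 for ABCB1. MYC passed with array weights (0.25) and, without adjustment, in the t-test and limma (0.29).

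Of the lists, the CML pathway lost its call above the 25th percentile of all genes (median 0.054), the median level (0.077) and the olfactory receptor genes (0.060), after quantile normalization (0.019) and cyclic loess (0.016), with array weights (0.021), with an estimated correlation and in directional fry (0.034 each), and without K562-NC replicate 2 (adjusted p = 0.287), with a range of 0.024 to 0.068 without 1 array. The AML pathway lost it with the replicate block, an estimated correlation, ranks and directional fry (0.012 each), above the 3 filters (0.029, 0.093 and 0.077), after quantile normalization (0.026) and cyclic loess (0.022) and with array weights (0.032), and without K562-AF1q replicate 1 or 3 or K562-NC replicate 2 or 3 (adjusted p = 0.0548, 0.110, 0.134 and 0.193), with a range of -0.0086 to 0.047. PI3K/AKT signalling lost it with the replicate block, the mean of clusters, an estimated correlation and directional fry (0.058 each), above the 3 filters (0.086, 0.102 and 0.102), after quantile normalization (0.059), median centring (0.088) and cyclic loess (0.061) and with array weights (0.030), and without any single array but K562-NC replicate 1 (adjusted p = 0.0513 to 0.404), with a range of 0.041 to 0.088. Mixed fry passed the anti-apoptotic (-0.031), adhesion (-0.069) and transcription (-0.0072) lists, and the transcription list also passed with median centring (0.023) and without K562-AF1q replicate 1 or 2 or K562-NC replicate 1 (adjusted p = 0.0360, 0.0320 and 0.0407), with a range of -0.014 to 0.014 without 1 array. None of the anti-apoptotic, adhesion and transcription lists passed camera with an estimated correlation (adjusted p = 0.879, 0.848 and 0.732). The granulocytic and monocytic list, lower in camera, turned in direction in camera with array weights (-0.00728) and without K562-NC replicate 2 (-0.00255, in a range of -0.133 to -0.00255 without 1 array), and the small nuclear RNAs, higher in camera, without K562-NC replicate 2 (-0.047, in a range of -0.047 to 0.138). With an estimated correlation neither of these lists passed (adjusted p = 0.778 and 0.732). Signal over background limits the dim genes, and 78 of the 92 called genes lay above the 95th percentile of the olfactory receptor genes in their mean over all arrays. The 78 include genes below that percentile in K562-NC cells, such as CD44 and PASD1, or in K562-AF1q cells, such as EFEMP1 and HECW2.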

Differences from the paper's values

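The paper reports 582 differentially expressed genes, 465 upregulated and 117 downregulated, and its text states no threshold for this count. In limma at an adjusted p under 0.05, 92 genes differed, 63 higher and 29 lower. Of the alternatives set before the data were examined, an unadjusted limma p under 0.01 gave 623 genes (453 higher and 170 lower), with all 3 counts within 1.5 times the paper's. The methods' t-test at P under 0.05 with a fold of at least 1.2 gave 596 genes (417 higher and 179 lower), within that range for the total and the higher genes. Array weights (571) and leaving out K562-NC replicate 2 (448) came within it for the higher genes alone. The remaining alternatives gave 8 to 1842 genes, outside the range for each of the 3 counts.

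The paper's qRT-PCR showed a rise of AF1q of about 4.8-fold in Fig. 4a, read by eye, whereas MLLT11 was 1.97-fold higher on the arrays, and 1.84-fold to 2.13-fold over the alternatives, none of which came within 1.5 times. For CD44 the paper showed about 2.2-fold in Fig. 4a and about 6.6-fold in Fig. 5b, both qRT-PCR read by eye, against 1.44-fold on the arrays. The value came within 1.5 times of Fig. 4a after quantile normalization (1.49-fold), after cyclic loess (1.51-fold), without K562-AF1q replicate 1 (1.47-fold) and without K562-NC replicate 2 (1.47-fold), and not under the others, while no alternative reached the value of Fig. 5b. For MYC the paper showed about 2.5-fold in Fig. 4a, read by eye, against 1.22-fold on the arrays and 1.19-fold to 1.27-fold over the alternatives, none of which came within 1.5 times. For ABCB1 the paper showed about 2.8-fold in Fig. 4a, read by eye, against 2.35-fold on the arrays and 2.19-fold to 2.51-fold over the alternatives, all within 1.5 times. CD44 and ABCB1 lay below the 95th percentile of the olfactory receptor genes in K562-NC cells, so their array folds may be understated and these comparisons are rough. The qRT-PCR and array values come from different assays.

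The paper lists MYC among the differentially expressed genes of the array. In limma its adjusted p was 0.223 (log2 difference 0.29, higher on 3 of 3 arrays). Without adjustment MYC passed the methods' t-test at P under 0.05 with a fold of at least 1.2. It also passed limma at an unadjusted p under 0.01 and with array weights (adjusted p = 0.0434). The direction of CD44, ABCB1 and MYC was that of the paper. The paper names the CML and AML pathways as activated. No member of either list passed over all genes, and both lists were higher in camera at the preset correlation and not with an estimated one. The paper's result is an enrichment among its own differentially expressed genes. That enrichment was not repeated here, so these values do not test it.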

Other observations

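The test of short RNAs on K562-NC replicate 2 was chosen after that array was seen to stand apart. The paper measured BCL2, BAX and MCL1 as proteins. On the arrays BCL2 did not pass the test (log2 difference -0.09, standard error 0.09, adjusted p = 0.752 from limma). Its log2 signals of 5.40 in K562-AF1q and 5.49 in K562-NC cells lay below the 95th percentile of the olfactory receptor genes. The size of any difference is therefore uncertain. BAX had a log2 difference of -0.03 (adjusted p = 0.911 from limma) and MCL1 a log2 signal of 9.86 in both K562-AF1q and K562-NC cells (adjusted p = 0.985). ACTB, the reference gene of the paper's qRT-PCR, had a log2 difference of 0.11 (adjusted p = 0.607), with every K562-AF1q array above every K562-NC array. Of 30 measured genes known as targets of Wnt and TCF, ABCB1, JUN and CD44 were higher, 0 were lower and 27 did not pass, with 4 higher when adjusted over the list alone. The study picked ABCB1 and CD44 from these arrays, so they are not independent evidence. This list did not pass camera over all arrays (median log2 difference -0.021, adjusted p = 0.181) and passed without K562-NC replicate 2 (median 0.042, adjusted p = 0.0159). With an estimated correlation, run over all arrays alone, its adjusted p was 0.778.

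Of 33 measured output genes of BCR-ABL and STAT5, 0 passed over all genes, with 1 higher and 1 lower when adjusted over the list alone, and the list was higher in camera (adjusted p = 0.0301; adjusted p = 0.591 with an estimated correlation), but not without K562-NC replicate 2 or 3 (adjusted p = 0.134 and 0.138). IER3 had a log2 difference of 0.36 (adjusted p = 0.107) and SOCS2, a feedback inhibitor of STAT5 signalling, -0.49 (adjusted p = 0.151). Of 57 measured genes of the G2/M phase 0 passed over all arrays, and 8 were lower and 0 higher without K562-NC replicate 2, where the list was lower in camera (median -0.117, adjusted p = 8.05e-07). With an estimated correlation, which was run over all arrays and not without that array, the G2/M list had an adjusted p of 0.925. On K562-NC replicate 2 these genes lay lower than on the other 2 K562-NC arrays, by a median log2 difference of -0.26. Markers of T cells (29 measured), B cells (18 measured) and granulocytes and monocytes (37 measured) had 0 genes past the threshold over all arrays. Without K562-NC replicate 2, 0, 1 and 1 of them were lower and 0 were higher. The B-cell list was lower in camera (median log2 difference -0.071, adjusted p = 0.0463), but not with an estimated correlation (adjusted p = 0.732) or without K562-NC replicate 2 (adjusted p = 0.657). On K562-NC replicate 2 the medians of the 3 lists lay higher than on the other K562-NC arrays by 0.29, 0.23 and 0.33. The olfactory receptor genes also lay higher on that array, by a median of 0.130.

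Of the 34 lists and families, 17 passed camera at the preset correlation, 12 higher and 5 lower, and 4 of them passed in the same direction without K562-NC replicate 2. With the correlation estimated for each list 0 passed in camera (lowest adjusted p = 0.122), where 3 had an unadjusted p under 0.05. The estimates reached 0.476 for the G2/M list, but that of the erythroid list was -0.0058, below the preset 0.01. The unadjusted p of the erythroid list in camera still rose from 1.97e-07 to 0.00358. A list that misses the test with an estimated correlation is thus not shown to be unshifted. Directional fry passed 3 lists and mixed fry 19.

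Leaving out K562-NC replicate 2 raised the count of called genes from 92 to 884, whereas leaving out any other array lowered it. A trend of that array's values with the expression level is argued against as the whole cause, since cyclic loess over all arrays gave 140 genes. Loss of short RNAs on that array is argued against as the whole cause, since without 406 small RNA genes the SD of its difference from the other 2 K562-NC arrays was still 2.58 times the SD of their own difference (0.297 against 0.115). Small nucleolar and small nuclear RNAs lay lower on K562-NC replicate 2 than on those arrays, with median log2 differences of -0.185 and -0.231. MicroRNA genes lay higher, with 0.147. No biological explanation was tested, since the labels name nothing that sets this sample apart.

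The 6 arrays can be split into 3 and 3 in 10 ways, too few for a share under 0.05. Of these, 1 split, the real one, reached 92 genes, and the highest of the others was 0 in limma, with up to 1158 genes at an unadjusted p under 0.05 against 1813 in the real split. Over all genes 18.5% had arrays that do not overlap between K562-AF1q and K562-NC, where chance gives 10%.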
